# Genomics analysis of hexanoic acid exposure in *Drosophila* species

**DOI:** 10.1093/g3journal/jkab354

**Published:** 2021-10-19

**Authors:** Zachary A Drum, Stephen M Lanno, Sara M Gregory, Serena J Shimshak, Mukshud Ahamed, Will Barr, Bethlehem Bekele, Alison Biester, Colleen Castro, Lauren Connolly, Nicole DelGaudio, William Humphrey, Helen Karimi, Sophie Karolczak, Tay-Shaun Lawrence, Andrew McCracken, Noah Miller-Medzon, Leah Murphy, Cameron Park, Sojeong Park, Chloe Qiu, Kevin Serra, Gigi Snyder, Alexa Strauss, Spencer Tang, Christina Vyzas, Joseph D Coolon

**Keywords:** toxin resistance, host specialization, RNA-seq

## Abstract

*Drosophila sechellia* is a dietary specialist endemic to the Seychelles islands that has evolved to consume the fruit of *Morinda citrifolia*. When ripe, the fruit of M*. citrifolia* contains octanoic acid and hexanoic acid, two medium-chain fatty acid volatiles that deter and are toxic to generalist insects*. Drosophila sechellia* has evolved resistance to these volatiles allowing it to feed almost exclusively on this host plant. The genetic basis of octanoic acid resistance has been the focus of multiple recent studies, but the mechanisms that govern hexanoic acid resistance in *D. sechellia* remain unknown. To understand how *D. sechellia* has evolved to specialize on *M. citrifolia* fruit and avoid the toxic effects of hexanoic acid, we exposed adult *D. sechellia, D. melanogaster* and *D. simulans* to hexanoic acid and performed RNA sequencing comparing their transcriptional responses to identify *D. sechellia* specific responses. Our analysis identified many more genes responding transcriptionally to hexanoic acid in the susceptible generalist species than in the specialist *D. sechellia*. Interrogation of the sets of differentially expressed genes showed that generalists regulated the expression of many genes involved in metabolism and detoxification whereas the specialist primarily downregulated genes involved in the innate immunity. Using these data, we have identified interesting candidate genes that may be critically important in aspects of adaptation to their food source that contains high concentrations of HA. Understanding how gene expression evolves during dietary specialization is crucial for our understanding of how ecological communities are built and how evolution shapes trophic interactions.

## Introduction 

Insects have long been recognized as one of the most abundant and diverse groups of organisms on the planet, with a large fraction of them feeding on plants (Jaenike 1990; Stork 2018). Many of these phytophagous insects have evolved to be highly host plant specific. The evolution of such specialized interactions is often guided by specific plant chemistry, with most plants responding to increased insect herbivory by the production of toxic secondary metabolites (Jaenike 1990; Petschenka and Agrawal 2016). This leads to an evolutionary arms race as insects evolve resistance to these toxins (Heidel-Fischer and Vogel 2015). While host plant-insect adaptions are well studied in the literature, less is known about the underlying genetic mechanisms that contribute to the evolution of these complex ecological interactions (Ungerer *et al.* 2008).

*Drosophila sechellia* feeds and oviposits primarily on *Morinda citrifolia*, a fruit highly toxic to other *Drosophila* species (Legal *et al.* 1992). The plant produces ripe fruit year-round in the Seychelles island archipelago, the sole location where *D. sechellia* are found (Legal *et al.* 1992) providing abundant and consistent resources. Upon exposure to the ripe fruit, other *Drosophila* species display frantic behavior and wing movements, reduction in locomotor activity, and death (Legal *et al.* 1994). *Drosophila sechellia* eggs are able to hatch and develop on *M.* *citrifolia* fruit but the embryos of other *Drosophila* species die (Amlou *et al.* 1998). Unlike its generalist sister species, *D. sechellia* prefer *M. citrifolia* to other hosts and are drawn to the fruit from a long distance (R’Kha *et al.* 1991). *Drosophila sechellia* evolved resistance to the toxins in *M. citrifolia* from an ancestral sensitive state (R'Kha *et al*., 1997) and this tolerance provides *D. sechellia* a temporal advantage over other fruit fly species that can only lay eggs in the fruit once it has rotten and the toxic volatiles are reduced.

The toxic properties of *Morinda* are attributed to the carboxylic acids present in the pulp of the ripe fruit (Legal *et al.* 1994). This pulp is largely characterized by carboxylic acids, primarily the fatty acids octanoic (OA) and hexanoic acid, (HA) which comprise 58% and 19% of the volatile compounds found the ripe fruit respectively (Farine *et al.* 1996). While the genetic basis of *D. sechellia* resistance to the most abundant and toxic compound in *M. citrifolia* fruit, OA, has been characterized in previous studies (Dworkin and Jones 2009; Andrade Lopez *et al.* 2017; Lanno *et al.* 2017; Peyser *et al.* 2017; Lanno and Coolon 2019; Lanno *et al.* 2019a, 2019b), much less is known about the genes involved in HA resistance. In a study using fatty acid concentrations equivalent to 1.5 g of ripe *M. citrifolia* fruit, OA treatment alone killed all fruit fly species assayed except *D. sechellia*, while HA alone caused reversible knock-down in other Drosophilids (Farine *et al.* 1996). In a more recent study using higher concentrations of HA, mortality was observed in response to exposure to HA in *D. melanogaster* and *D. simulans* and *D. sechellia* is significantly more resistant to HA induced mortality than sister species (Peyser *et al.* 2017; Lanno and Coolon 2019). Surprisingly, tests of the three major detoxification gene families, cytochrome P450s (cyps), glutathione-S-transferases (GSTs) and esterases (Ests) found that none was involved in derived HA resistance in *D. sechellia* suggesting an alternative genetic mechanism must be involved in resistance. Studies have suggested that HA may be a more efficient *D. sechellia* attractant than OA, while OA is a more potent repellant of generalist species (Amlou *et al.* 1998). In a test using laboratory food medium supplemented with 0.5% of either OA or HA, *D. sechellia* exhibited oviposition preference for media supplemented with HA over OA (Amlou *et al.* 1998).

From a study analyzing the transcriptomic response of *D. sechellia* on OA, 104 genes were found to be differentially expressed in response to OA (Lanno *et al.* 2017). This study showed that several *Osiris* genes, including *Osi6* are upregulated in *D. sechellia* in response to OA. Another study showed that RNAi mediated knockdown of *Osi6* expression drastically decreased survival in response to OA (Andrade Lopez *et al.* 2017). Given that HA makes up about of fifth of the volatile compounds found in *M. citrifolia* and produces unique effects on behavior (Farine *et al.* 1996) and has an unknown and less common basis for toxin resistance (Peyser *et al.* 2017; Lanno and Coolon 2019), identifying the genes responding to HA is necessary to understand how *D. sechellia* has specialized on *M. citrifolia* fruit, and may help pinpoint genes that are involved in resistance to HA. By also analyzing the genes responding to HA exposure in generalist *Drosophila* species D. melanogaster and D. simulans we can identify derived gene expression responses specific to *D. sechellia* that may be critical for HA associated traits (Coolon *et al.* 2009). In this study, adult female *D. sechellia, D. melanogaster*, and *D. simulans* flies were fed either control food or food supplemented with 0.23% HA and significantly differentially expressed genes (DEGs) were identified using RNA-seq. Comparison of the identified genes with those found to respond to OA (Lanno *et al.* 2017) and L-DOPA (Lanno *et al.* 2019), another highly abundant compound found in *M. citrifolia* fruit, identified several genes common in response to OA, HA, and L-DOPA as well as genes unique to HA suggesting these genes may play an important role in the evolved resistance and specialization of *D. sechellia* to *M. citrifolia.*

## Methods

### Fly strains and culture

*Drosophila sechellia* (14021-0428.25), *D. simulans* (14021-0251.195), and *D. melanogaster* (14021-0231.36) flies were reared on standard cornmeal medium under a 16:8 light: dark cycle maintained at 20°C.

### RNA extraction, library preparation, and sequencing

Zero to 3-day posteclosion adult female flies were fed control food (0.75 g Drosophila instant medium Formula 4-24, Carolina Biological Supply Company) or identical food containing 0.23% hexanoic acid (HA). After 24 h, three replicates of ten whole flies per species and per treatment were homogenized and total RNA was extracted with a modified protocol of the Promega SV extraction system (Coolon *et al.* 2013; Figure  1). RNA quality and quantity was assessed using agarose gel electrophoresis and Nanodrop spectrophotometry. RNA was sent to the University of Michigan Sequencing Core Facility for poly-A selection, cDNA synthesis, bar-coded library preparation with TruSeq library preparation kits and sequencing on an Illumina platform, generating 405,166,795 single-end 65 nt sequencing reads for *D. sechellia* and 51 nt sequencing reads for *D. melanogaster* and *D. simulans* (Table  1).

**Figure 1:**
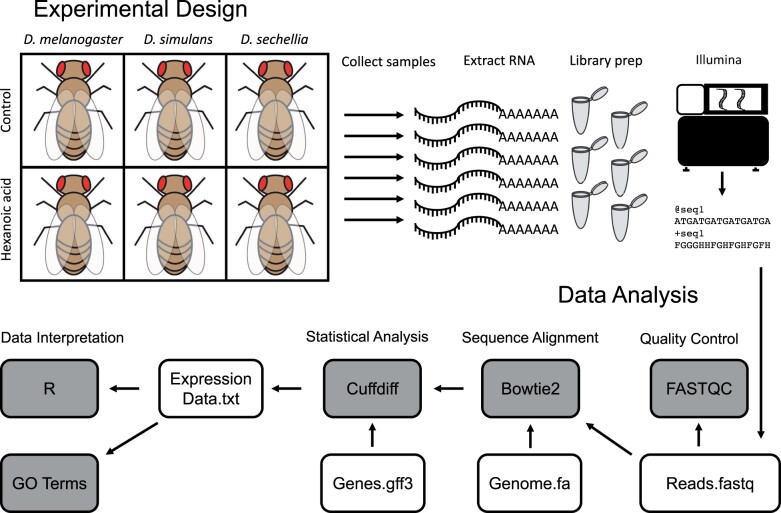
Experimental design and RNA-sequencing pipeline analysis. (A) Zero to 3-day-old adult female *D. sechellia, D. simulans*, and *D. melanogaster* flies were treated for 24 h on either control food or food supplemented with 0.23% hexanoic acid (HA). Flies were frozen in liquid nitrogen, RNA was extracted, library prep was performed using poly-A selection, and libraries were sequenced. (B) Raw sequencing reads were analyzed using FASTQC for quality control, and then aligned to the respective reference genome using Bowtie2. Differential expression was quantified using Cuffdiff using available respective genome annotation. Data were visualized using R, and significantly differentially expressed genes (DEGs) were used for downstream analysis.

**Table 1:** Sequencing results and mapping percentage

Sample	ID	No. of reads	No. of mapped reads	% Mapped	Read length (nt)
sim-C-1	105545	28,056,123	26,210,691	93.42	51
sim-C-2	105546	26,058,213	24,449,785	93.82	51
sim-C-3	105547	24,095,284	22,589,715	93.75	51
sim-HA-1	105557	16,844,466	15,844,735	96.06	51
sim-HA-2	105558	27,002,538	25,521,057	94.51	51
sim-HA-3	105559	23,222,911	21,786,539	93.81	51
mel-C-1	105542	21,999,530	20,633,866	93.79	51
mel-C-2	105543	20,950,464	19,779,953	94.41	51
mel-C-3	105544	22,157,160	20,919,514	94.41	51
mel-HA-1	105554	19,811,200	18,745,553	94.62	51
mel-HA-2	105555	23,577,339	22,322,344	94.68	51
mel-HA-3	105556	18,208,025	17,257,250	94.78	51
sec-C-1	76332	19,222,060	18,496,450	96.23	65
sec-C-2	76333	20,704,811	19,440,620	93.89	65
sec-C-3	76334	17,696,868	17,123,579	96.76	65
sec-HA-1	76338	30,612,710	29,079,271	94.99	65
sec-HA-2	76339	25,873,039	25,202,396	97.41	65
sec-HA-3	76340	19,074,054	18,031,453	94.53	65

### BIOL310 genomics analysis

The genomics analysis of RNA-seq data presented in this manuscript was performed by 20 undergraduate and 6 graduate students as part of a semester-long course at Wesleyan University called Genomics Analysis (BIOL310). This is the third such manuscript (see Lanno *et al.* 2017, 2019a) made from this course where the aim is to provide undergraduate students an early opportunity with a course-based research experience with active participation in scientific discovery. Students in the course learn through engaging with never-before analyzed data using cutting edge genomics analysis techniques and bioinformatics tools through a discovery-based independent study. Every student in the course contributed to the quality control, analyses, write-up, and interpretation of the findings, providing their own unique perspective of the results and text written by each and every student was combined into this manuscript with very little modification.

After sequencing output files were obtained from the University of Michigan Sequencing Core (Table  1), fastq files containing raw sequencing reads were uploaded to the Galaxy platform (Afgan *et al.* 2016) and an RNA-seq analysis pipeline was performed (Figure  1) as previously described (Lanno *et al.* 2017, 2019a). Briefly, reads were assessed for quality using FASTQC (Andrews 2010), and any overrepresented sequences were analyzed using NCBI Blast (Altschul *et al.* 1990). Bowtie2 was used for mapping reads to the appropriate reference genome for each species with default parameters (Langmead and Salzberg 2012), with the most recent genomes for each species available at the time of analysis acquired from Ensembl (www.ensembl.org, Yates *et al*., 2020) (*D. sechellia*: Drosophila_sechellia.dsec_caf1.dna.toplevel.fa, *D. simulans*: Drosophila_simulans.ASM75419v3.dna.toplevel.fa and *D. melanogaster*: Drosophila_melanogaster.BDGP6.dna.toplevel.fa). The Bowtie2 output files were analyzed using Cuffdiff (Trapnell *et al.* 2010), which performs gene expression quantification and differential gene expression analysis using the aforementioned genome file along with the most recent annotated .gff3 file for each genome available at the time of analysis acquired from Ensembl (*D. sechellia*: Drosophila_sechellia.dsec_caf1.42.gff3, *D. simulans*: Drosophila_simulans.ASM75419v3.42.gff3 and *D. melanogaster*: Drosophila_melanogaster.BDGP6.95.gff3). In Cuffdiff, geometric normalization and library size correction was performed, along with bias correction using the reference genome, giving an output of DEGs for each species following false discovery rate multiple testing correction (Benjamini and Hochberg 1995, *q* < 0.05). Data were visualized using R (R Core Development Team 2010). In order to compare gene expression results across species, we obtained all 1:1:1 orthologs from *D. sechellia, D. simulans*, and *D. melanogaster* from Flybase (Thurmond *et al.* 2019). DEGs following *D. sechellia* exposure to OA or L-DOPA were downloaded from online databases (Lanno *et al.* 2017, 2019a). GO term enrichment was performed on *D. melanogaster* orthologs for each species using GeneOntology.org (www.geneontology.org, Ashburner *et al.* 2000; Mi *et al.* 2019; Carbon *et al.* 2021). KEGG pathway analysis was performed using the *D. melanogaster* ortholog for each DEG from each species (https://www.kegg.jp/kegg/tool/map_pathway1.html, Kanehisa and Sato 2020).

## Results

### Differential gene expression in response to HA treatment

In order to identify candidate genes that are important in *D. sechellia* host specialization and evolved resistance to HA, we sought genes that have altered expression levels in response to HA exposure. Previous studies have shown that such environmentally plastic gene regulation can indicate the importance of that gene’s function in that environment making identified genes good candidates for *D. sechellia* HA associated traits (Coolon *et al.* 2009; Lanno *et al.* 2017, 2019). 

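Hexanoic acid (HA) is a medium-chain fatty acid among the volatiles of the fruit of *M. citrifolia*, the host plant of *D. sechellia*. RNA from whole adult females was sequenced after 24 h on control food or on food with 0.23% HA, with 3 libraries for each diet and species, 10 flies in each library, and 18 libraries in all. After poly-A selection, single-end reads of 65 nt were made for *D. sechellia* and of 51 nt for *D. melanogaster* and *D. simulans*, so read length and species cannot be told apart. The paper's Table 1 gives the mapped reads of each library. In *D. melanogaster* these lie between 19779953 and 20919514 (median 20633866) on control food and between 17257250 and 22322344 (median 18745553) on HA food. In *D. simulans* the libraries have 22589715 to 26210691 mapped reads (median 24449785) on control food and 15844735 to 25521057 (median 21786539) on HA food. For *D. sechellia* the range is 17123579 to 19440620 (median 18496450) on control food and 18031453 to 29079271 (median 25202396) on HA food. The authors mapped the reads with Bowtie2 to the Ensembl genome of each species and ran Cuffdiff with geometric library normalization and bias correction, once per species. What was analysed here are the 3 resulting gene tables. Each holds 1 FPKM value (expression normalized for transcript length and library depth) per gene and diet, pooled by Cuffdiff over the 3 libraries, with the authors' log2 fold change of HA over control, test statistic, p and q. The tables give no value per library, so no SD can be given and no test of the diet was fitted here. The log2 fold changes and q values printed are the authors', and the error given beside a fold change is the standard error that follows from the log2 fold change divided by the authors' test statistic. Exact binomial tests, Fisher's exact tests and comparisons with random gene lists were computed here from these tables. They run across genes, which are not replicates, and describe the pooled libraries. Each species was normalized in its own run, so FPKM levels are compared within a species only.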

To quantify gene expression response to HA we performed RNA-sequencing (RNA-seq) on adult female flies after exposure to control food and compared this to flies fed food containing 0.23% HA. Because many of the transcriptional responses to HA might be nonspecific, we measured gene expression responses in *D. sechellia*, *D. melanogaster*, and *D. simulans* to identify those responses (or loss of response) that are restricted to *D. sechellia* representing changes that might contribute to its unique phenotypes.

Using this approach, we identified 841 genes differentially expressed by *D. melanogaster* (Figure  2, A and D; Supplementary Table S1), 743 genes were differentially expressed by *D. simulans* (Figure  2, B and E; Supplementary Table S2) and only 93 genes were differentially expressed in *D. sechellia* (Figure  2, C and F; Supplementary Table S3) in response to HA. 

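The authors' deposited table of *D. melanogaster* lists 17649 genes, of which Cuffdiff tested 11163. For *D. simulans* it tested 9980 of 15372 genes, and for *D. sechellia* 11442 of 17273. At q below 0.05 the authors' deposited tables hold 841 DEGs in *D. melanogaster*, 743 in *D. simulans* and 93 in *D. sechellia*. An unadjusted p below 0.05 was listed for 2159, 1771 and 511 genes, respectively. The change needed to reach the threshold differed between the tables. The median standard error of a tested gene's log2 fold change was 0.27 in *D. melanogaster*, 0.32 in *D. simulans* and 0.41 in *D. sechellia*, and the smallest absolute log2 fold change of a DEG above 0 FPKM in both groups was 0.33, 0.44 and 0.77 in the same order. Where an absolute log2 fold change of at least 1 was required in addition to q, 66 DEGs remained in the authors' deposited table of *D. melanogaster*, 104 in that of *D. simulans* and 64 in that of *D. sechellia*. The order of the species changed when q was left aside. An FPKM of at least 5 in either group and an absolute log2 fold change of at least 1, whatever the q, were found for 144 tested genes in *D. melanogaster*, 90 in *D. simulans* and 345 in *D. sechellia*. The FPKM scales differ between the species, so 5 FPKM is not the same limit in each, and this order may depend on it.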

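The DEGs of *D. sechellia* in the authors' deposited table comprise 50 with a higher and 43 with a lower FPKM on HA food. The upregulated share is 53.8% (exact Clopper-Pearson 95% interval 43.1 to 64.2%), and a two-sided exact binomial test against an equal split gives p = 0.534. The split moved with the kinds of genes counted. Without rRNA, snoRNA and other noncoding genes there were 21 upregulated and 43 downregulated DEGs (exact binomial p = 0.00815), and at a q threshold of 0.1 there were 85 and 49 (exact binomial p = 0.00237). Among DEGs of at least 1 FPKM in both groups, the largest decrease in the authors' deposited table is that of GM15526 (FBgn0170444), on scaffold_9 of the dsec_caf1 assembly from 2769436 to 2769645, with 3510 FPKM on control and 193 FPKM on HA food (log2 fold change -4.19, standard error 0.67, q = 0.0108). The gene listed as Sry-alpha follows, at 20.4 and 1.17 FPKM (log2 fold change -4.12, q = 0.0108). The largest increases in the same authors' deposited table are those of GM12308, from 6.03 to 25.4 FPKM (log2 fold change 2.07, q = 0.0108), and of GM25085, from 277 to 1053 FPKM (log2 fold change 1.93, q = 0.0108).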

No significant difference in the number of upregulated genes (50/93) *vs* downregulated genes (43/93) was observed in *D. sechellia* in response to HA (Binomial Exact Test, *P* = 0.1066). 

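For *D. simulans* the authors' deposited table has 69 DEGs with a higher and 674 with a lower FPKM on HA food, an upregulated share of 9.29% (exact Clopper-Pearson 95% interval 7.30 to 11.6%; two-sided exact binomial p = 1.35e-125). The log2 fold changes of this table are not centred on 0. Over the 9178 tested genes with at least 1 FPKM in both groups, their median is -0.12. After each fold change was reduced by this median and the genes were ranked anew by the statistic, the first 743 genes comprised 234 increases and 509 decreases (exact binomial p = 2.68e-24). DEGs are not independent of one another, and these p values describe the split only. GD10869 fell furthest among DEGs of at least 1 FPKM in both groups, from 48.5 to 7.30 FPKM in the authors' deposited table (log2 fold change -2.73, q = 0.0129), followed by GD18814, from 5.66 to 1.03 FPKM (log2 fold change -2.46, q = 0.00353). GD14511 rose from 4.41 to 22.7 FPKM (log2 fold change 2.36, q = 0.00582) and GD11371 from 6.67 to 22.9 FPKM (log2 fold change 1.78, q = 0.00204) in the authors' deposited table.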

In *D. simulans*, there was a significant difference in the number of upregulated genes (69/743) compared to the number of downregulated genes (674/743) in response to HA (Binomial Exact Test, *P* = 2.2e-16, Figure  2, B and E). In *D. melanogaster*, there was also a significant difference in the number of upregulated genes (171/841) compared to the number of downregulated genes (670/841) in response to HA (Binomial Exact Test, *P* = 2.2e-16, Figure  2, A and D). 

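The authors' deposited table of *D. melanogaster* gives an upregulated share of 20.3% (exact Clopper-Pearson 95% interval 17.7 to 23.2%) and a two-sided exact binomial p of 1.72e-70 for the 171 increases against 670 decreases. The median log2 fold change of the 10136 tested genes with at least 1 FPKM in both groups is 0.0049, and recentring on it and ranking anew left 150 increases and 691 decreases among the first 841 genes. Among DEGs of at least 1 FPKM in both groups, CecC (FBgn0000279; chromosome 3R of the BDGP6 genome, 30216484 to 30216938) fell from 15.1 to 3.38 FPKM in the authors' deposited table (log2 fold change -2.16, standard error 0.68, q = 0.00174). Drsl2 (log2 fold change -2.05, q = 0.00315) and TotA (log2 fold change -2.01, q = 0.00174) fell almost as far in the authors' deposited table; only AttC fell further than CecC. The largest increases listed there include RpL22-like, from 3.36 to 6.35 FPKM (log2 fold change 0.92, q = 0.00315), the mitochondrial gene mt:ND3, from 112 to 211 FPKM (log2 fold change 0.91, q = 0.00174), and CG13905, from 10.2 to 19.3 FPKM (log2 fold change 0.91, q = 0.00174). Most mitochondrial genes did not rise. Of 18 such genes 6 were higher on HA food, 1 of their 4 DEGs was upregulated, and their median log2 fold change was -0.22. From the counts of each direction the paper concludes that up- and downregulated genes differed in number in *D. melanogaster* and *D. simulans* but not in *D. sechellia*.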

In *D. sechellia*, there were 39 DEGs identified that responded to HA that do not have annotated *D. melanogaster* orthologs. 27 of these genes were 5.8S rRNAs, two snoRNAs, and 7 genes of unknown function. 

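Sorted by the names in the authors' deposited table, the DEGs of *D. sechellia* comprise 27 copies of 5.8S rRNA, 2 snoRNAs, 3 other genes with a name (Sry-alpha, CecA1 and Obp56a) and 61 genes listed by a GM number only. Of the last, 20 were upregulated and 41 downregulated. Both snoRNAs were upregulated, among them snoRNA:GM27480, which rose from 909 to 2372 FPKM in the authors' deposited table (log2 fold change 1.38, standard error 0.52, q = 0.0108). Without the copies of 5.8S rRNA, 23 DEGs were upregulated and 43 downregulated. The pairing of GM numbers with *D. melanogaster* orthologs was not used here.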

Of the 27 5.8S rRNAs, all 27 were upregulated (Binomial Exact Test, *P* = 7.451e-09). 

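The authors' deposited table lists 103 copies of 5.8S rRNA in *D. sechellia*, on 102 scaffolds, and Cuffdiff tested 97 of them. The 27 DEGs have log2 fold changes between 0.90 and 1.29, and a two-sided exact binomial test of 27 increases against none gives p = 1.49e-08. The 70 tested copies that are not DEGs also rose, each of them. Over all 97 tested copies the log2 fold change lies between 0.21 and 1.419 with a median of 0.88, and the median FPKM rose from 1145 on control to 2118 on HA food. Near-identical copies can share reads, so the copies cannot be taken as independent. Counted as 1 unit they cannot be tested, since the exact binomial p is then 1 whatever the direction. The SD of the log2 fold change between copies is 0.16, and the median standard error of a single copy is 0.46.

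**Figure D1:**
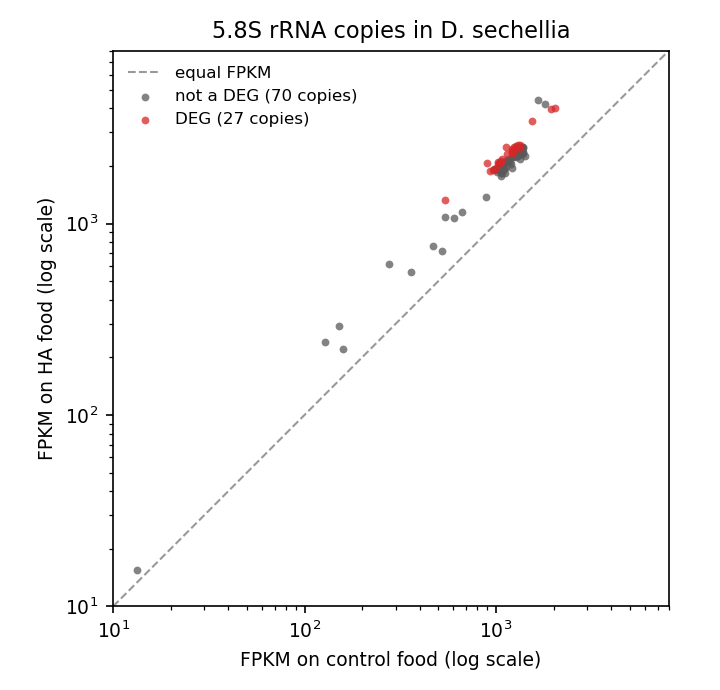
FPKM of the 97 tested copies of 5.8S rRNA in *D. sechellia* on control food (x axis) and on HA food (y axis), both on log scales; each point is 1 copy in the authors' deposited table, red for the 27 DEGs and gray for the 70 other copies, and the dashed line marks equal FPKM. All points lie above the line, and the DEGs lie among the other copies.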

In *D. simulans*, of the 743 DEGs there were annotated *D. melanogaster* orthologs for 673 genes. For the remainder of the analysis, only genes with known *D. melanogaster* orthologs are considered to allow functional interpretations of DEGs, and for all subsequent analyses the *D. melanogaster* ortholog name was used. This filtering resulted in 673 differentially genes in *D. simulans*, 841 in *D. melanogaster* and 54 in *D. sechellia* used in subsequent analyses.

**Figure 2:**
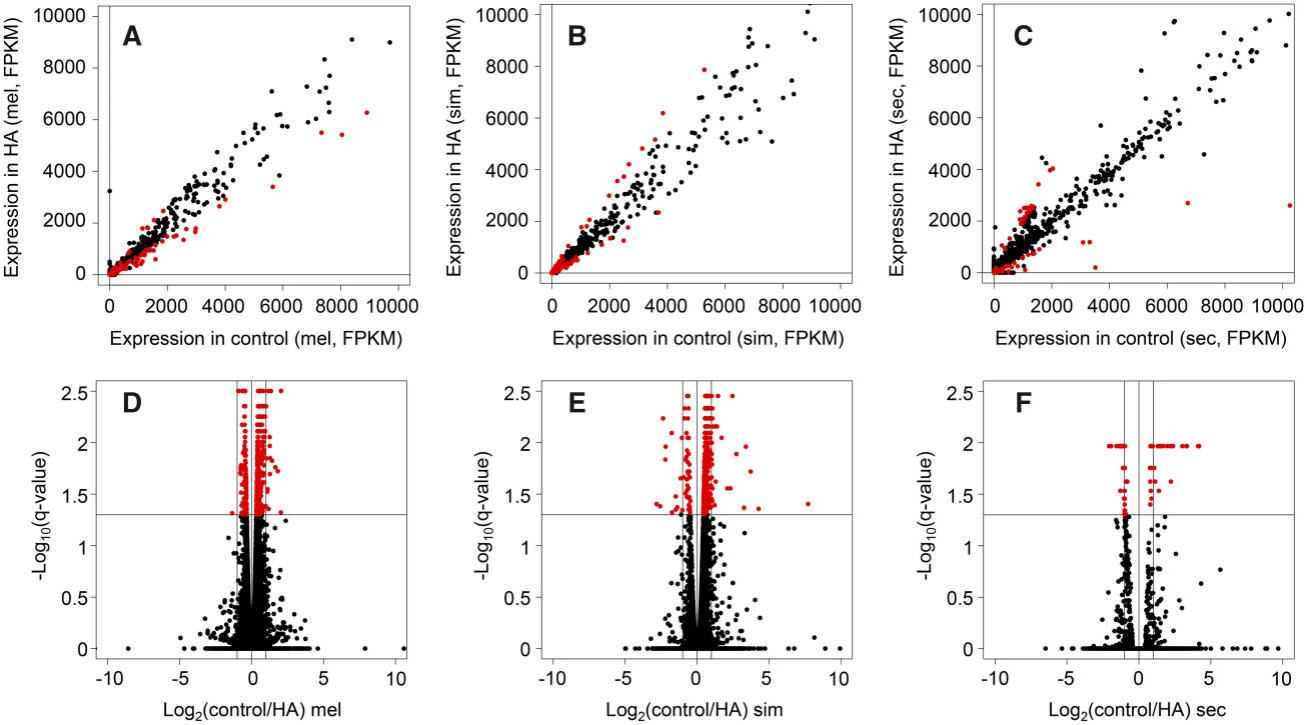
DEGs in adult *D. melanogaster, D. simulans*, and *D. sechellia* in response to HA. (A–C) Plots showing DEG expression in control *vs* expression in HA treatment in (A) *D. melanogaster*, (B) *D. simulans*, and (C) *D. sechellia*. Statistically significant genes are shown in red. (D–F) Plots showing log_2_(control/HA) fold change in (D) *D. melanogaster*, (E) *D. simulans*, and (F) *D. sechellia*. Statistically significant genes are shown in red.

### Identifying functional enrichment in DEGs

To identify the biological pathways that are involved in responses to HA in *D. sechellia, D. melanogaster*, and *D. simulans* KEGG analyses of the upregulated and downregulated genes in each species were performed. These analyses show that many different metabolic and detoxification pathways along with proteins that localize to the lysosome are changing in response to HA exposure in *D. melanogaster* and *D. simulans*, whereas very few genes in these pathways are responding in *D. sechellia* (Figure  3, A and B). 

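KEGG pathways were not analysed here, and the values below are for gene families taken by symbol. The comparison for each family is with 10000 random lists of the same size matched on mean expression, and a family stands apart when its median lies outside the central 95% of them. Of 81 tested cytochrome P450 genes of *D. melanogaster*, 62 have a negative log2 fold change in the authors' deposited table, and 11 are DEGs, all downregulated. Their median log2 fold change of -0.22 lies below that of every random list. Cyp9b2 had the most negative value, at 2.05 FPKM on control and 0.79 on HA food in the authors' deposited table (log2 fold change -1.38, q = 0.00174). The glutathione S-transferase genes (5 DEGs of 34 tested, all downregulated) have a median of -0.09, above 13.6% of the random lists, and the UDP-glycosyltransferase genes (2 downregulated DEGs of 14 tested) have a median of -0.22, above 3.38% of them; neither family stands apart. The esterase genes do (2 downregulated DEGs of 17 tested; median -0.20, above 1.43% of the random lists), as do the maltase and amylase genes (6 downregulated DEGs of 12 tested; median -0.41, above 0.01%). The *D. simulans* table names few of these genes. It lists 7 maltase and amylase genes, of which Mal-A6 and Mal-A8 are downregulated DEGs (median of the 7 genes -0.29, above 7.19% of the random lists), and 4 tested cytochrome P450 genes with no DEG. In *D. sechellia* 9 maltase and amylase genes were tested with no DEG at q below 0.05, with a median log2 fold change of -0.13, above 1.04% of the random lists; no cytochrome P450 gene is listed there by symbol.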

In *D. sechellia*, many of the genes downregulated in response to HA are involved in immune processes whereas this was much less prominent in *D. melanogaster* and *D. simulans* DEGs (Figure  3C).

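Genes of the humoral immune response were taken by symbol (Att, Cec, Dpt, Def, Dro, Drs, Mtk, edin, PGRP, IM, Bom, Bbd, Dso and Rel). Of these, 40 were tested in *D. melanogaster* and 19 are DEGs in the authors' deposited table. All 19 are downregulated, which is 2.84% of the 670 downregulated DEGs. In *D. simulans* 17 were tested and 1, PGRP-SC1b, is a DEG, which rose from 270 to 459 FPKM in the authors' deposited table (log2 fold change 0.77, q = 0.00204). The *D. sechellia* table names 4 of these genes by symbol, and 1 is a DEG. The remaining *D. sechellia* genes are listed by GM number and were not assigned to the list, so a share of the downregulated DEGs was not computed for this species.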

**Figure 3:**
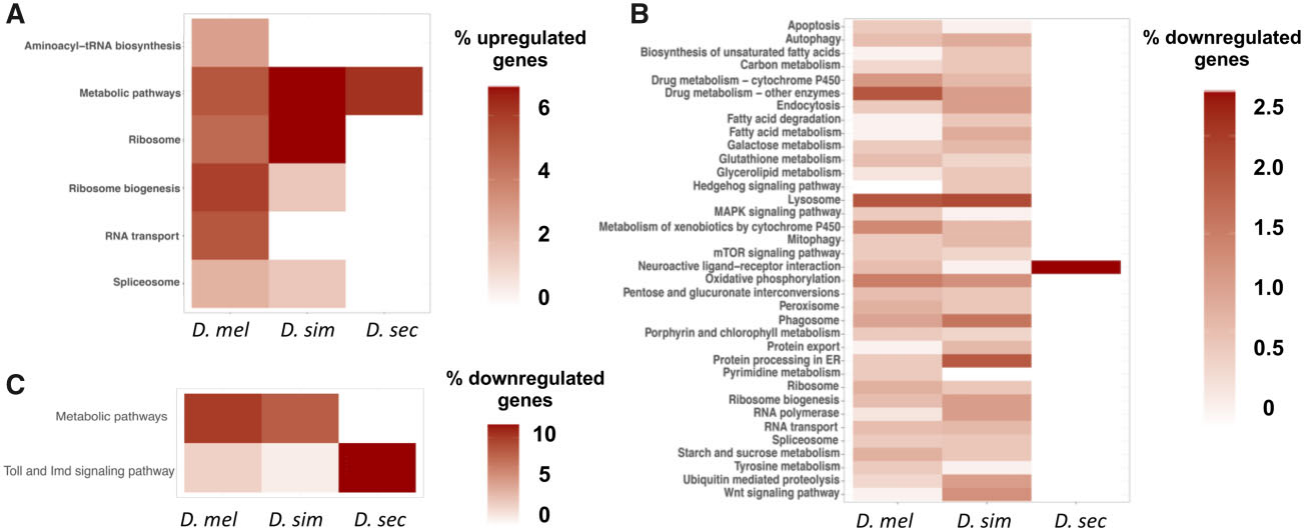
KEGG and GO analysis of DEGs in response to HA. (A) Significantly upregulated genes with *D. melanogaster* orthologs for each species are shown by the percentage of genes of the total number upregulated genes that fall into each KEGG pathway. (B) Significantly downregulated genes with *D. melanogaster* orthologs for each species are shown by the percentage of genes out of the total number of downregulated genes that fall into each KEGG pathway. The KEGG pathways Metabolic pathways and Toll and Imd signaling were excluded. (C) Significantly downregulated genes with *D. melanogaster* orthologs for each species are shown by the percentage of genes out of the total number of downregulated genes that fall into the Metabolic pathways and Toll and Imd signaling pathway KEGG pathways.

To understand which biological and cellular processes are being altered in *D. sechellia, D. melanogaster*, and *D. simulans* in response to HA, Gene Ontology (GO) term enrichment analysis was performed (Supplementary Tables S16–S18). In *D. sechellia*, GO term enrichment analysis of DEGs for cellular component showed a significant enrichment for extracellular region genes (*P* = 4.83e-05), suggesting that several of the genes responding to HA exposure have proteins that are secreted. For biological process GO term enrichment analysis, processes involved in the antibacterial humoral response were significantly enriched (*P* = 1.75e-08). In *D. sechellia*, no molecular function processes were significantly enriched. In *D. melanogaster*, there was also significant enrichment for GO terms for extracellular region genes (*P* = 4.42e-04), along with genes found inside the nucleolus (*P* = 8.40e-04). For biological process, GO terms associated with genes involved in the antibacterial humoral response were significantly enriched as in *D. sechellia* (*P* = 3.02e-02), as were other terms involved in the *Drosophila* immunity. 

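The humoral immunity genes of *D. melanogaster* moved down as a family in the authors' deposited table: 33 of the 40 tested genes have a negative and 7 a positive log2 fold change. Their median of -0.48 lies below the medians of all 10000 random lists matched on mean expression and stays there with a pseudocount of 1 added to each FPKM. The 19 DEGs include genes of high expression such as IM33, which fell from 1588 to 1141 FPKM in the authors' deposited table (log2 fold change -0.48, q = 0.00174), and IM2, from 1342 to 938 FPKM (log2 fold change -0.52, q = 0.00174); both were chosen after their values were seen.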

The *D. melanogaster* HA response also was enriched for genes involved in ribosome biogenesis (*P* = 3.66e-02). In *D. simulans***, **genes found inside the nucleolus were significantly enriched in the set of HA responsive genes (*P* = 2.65e-02). In an analysis of DEGs in *D. simulans* that are upregulated, genes involved in Notch signaling were significantly enriched (*P* = 4.11e-04) alongside genes involved in vitelline membrane and chorion formation (*P* = 2.56e-02). 

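The genes behind these terms are not listed in the paper's text, and GO terms were not analysed here. Among the 5 largest increases of *D. simulans* DEGs with at least 1 FPKM in both groups are the genes listed as m4 (FBgn0082720; chromosome 3R of the ASM75419v3 assembly, 21346716 to 21347330) and HLHmgamma (FBgn0082737; 21322449 to 21323184). The gene m4 rose from 1.83 to 10.8 FPKM (log2 fold change 2.56, standard error 0.62, q = 0.0416) and HLHmgamma from 2.24 to 10.4 FPKM (log2 fold change 2.21, standard error 0.80, q = 0.0146) in the authors' deposited table. Neighboring genes, chosen after their values were seen, moved both ways in the authors' deposited table: HLHm5 rose from 0.453 to 3.18 FPKM (log2 fold change 2.81, standard error 1.00, q = 0.0395) and HLHmbeta from 21.8 to 35.5 FPKM (log2 fold change 0.70, q = 0.0337), while m1 fell from 96.5 to 63.2 FPKM (log2 fold change -0.61, q = 0.00809). The eggshell protein gene dec-1 rose from 282 to 437 FPKM in the authors' deposited table (log2 fold change 0.63, standard error 0.29, q = 0.00582).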

In *D. sechellia*, upregulated genes were significantly enriched for the larval serum protein complex (*P* = 1.96e-02). Downregulated genes were significantly enriched with antibacterial humoral response GO terms (*P* = 3.24e-10) along with the response to hyperoxia (*P* = 1.52e-03). These downregulated genes were also enriched for the extracellular region (*P* = 4.17e-05). In *D. melanogaster*, upregulated genes were significantly enriched to be involved in the larval serum protein complex (*P* = 1.23e-03) and were enriched intracellularly (*P* = 4.02e-16) and within intracellular organelles (1.32e-13). These upregulated genes were significantly enriched in many biological processes, including chromatin silencing (*P* = 3.25e-03), ecdysone receptor-mediated signaling (*P* = 1.89e-02), and chorion assembly (*P* = 2.25e-02). 

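Of the 6 larval serum protein and fat body protein genes tested in *D. melanogaster*, 5 are DEGs in the authors' deposited table, 4 of them upregulated. Lsp1alpha (chromosome X, 12490291 to 12492982) rose from 1.98 to 4.58 FPKM (log2 fold change 1.21, standard error 0.33, q = 0.00174), Lsp1beta from 7.12 to 10.8 FPKM (log2 fold change 0.60, standard error 0.25, q = 0.00174) and Lsp1gamma from 7.63 to 11.8 FPKM (log2 fold change 0.63, standard error 0.24, q = 0.00315) in the authors' deposited table. The other upregulated gene is Fbp1. Fbp2 was higher on HA food without reaching the threshold (log2 fold change 1.17, standard error 0.74, q = 0.398), and its locus in the table is shared with other genes. Lsp2, whose locus is shared with 1 other gene, went the opposite way in the authors' deposited table, from 71.2 to 42.9 FPKM (log2 fold change -0.73, standard error 0.21, q = 0.00174). The median log2 fold change of the 6 genes is 0.89, above the medians of all 10000 matched random lists.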

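Among the antibacterial genes of *D. melanogaster*, AttC (FBgn0041579) had the most negative log2 fold change of any DEG above 0 FPKM in both groups, from 16.6 FPKM on control to 1.82 FPKM on HA food in the authors' deposited table (log2 fold change -3.18, standard error 0.48, q = 0.00174). With a pseudocount of 1 the change is -2.64 on the log2 scale. DptB fell from 109 to 27.8 FPKM in the authors' deposited table (log2 fold change -1.97, standard error 0.35, q = 0.00174). The table gives AttC and DptB the same locus as 1 other gene each, so their reads could have been divided between overlapping genes. CecA2 (chromosome 3R, 30212156 to 30212568) fell from 8.40 to 2.37 FPKM (log2 fold change -1.83, standard error 0.80, q = 0.0190) and PGRP-SB1 (chromosome 3L, 16727299 to 16727989) from 32.8 to 13.9 FPKM (log2 fold change -1.24, standard error 0.31, q = 0.00174) in the authors' deposited table. Listericin, outside the symbol list and chosen after its value was seen, is an upregulated DEG in the authors' deposited table (log2 fold change 0.52). Not every antibacterial gene was a DEG. Dro was higher on HA food (log2 fold change 0.32, standard error 0.31, q = 0.353), and Def (log2 fold change -0.24, q = 0.766) and edin (log2 fold change -0.60, standard error 1.72, q = 0.868), whose loci are also shared with other genes, were lower without reaching the threshold of the authors' deposited table.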

In *D. melanogaster*, downregulated genes were significantly enriched for the antibacterial humoral response (*P* = 4.52e-03) and for the defense response to Gram-positive bacteria (*P* = 5.07e-04). These downregulated genes were significantly enriched to be localized to the extracellular region (*P* = 1.25e-04).

### Comparing DEGs identified in response to HA in *D. melanogaster, D. simulans*, and *D. sechellia*

In order to identify genes with *D. sechellia* specific responses to HA, we compared the DEGs from the three species when exposed to HA (Figure  4A). 

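Orthologs were paired here only where the tables share a gene symbol, a small part of the orthologs the paper used. Between *D. sechellia* and *D. melanogaster*, 237 symbols are shared and 109 of these genes were tested in both species. In the authors' deposited tables, 3 of the 109 are DEGs in *D. sechellia* (Sry-alpha, CecA1 and Obp56a) and 16 are DEGs in *D. melanogaster*, with none in common where 0.44 would be shared by chance (two-sided Fisher's exact p = 1). Between *D. sechellia* and *D. simulans*, 102 genes with a shared symbol were tested in both, with the same 3 DEGs in *D. sechellia*, 13 DEGs in *D. simulans* and none in common. At a q threshold of 0.1, 1 gene was shared in each comparison. The direction of change gave no more. Of the 16 *D. melanogaster* DEGs, 8 moved the same way in *D. sechellia* (two-sided exact binomial p = 1).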

We identified 33 genes that were differentially expressed by *D. sechellia* flies exposed to HA that were not responsive to HA exposure in both *D. melanogaster* and *D. simulans* flies (Figure  4A, Supplementary Table S13). Gene ontology enrichment analysis was performed for the 33 DEGs that are unique to the response to HA in *D. sechellia* and the downregulated DEGs are significantly enriched for immune response GO terms and response to stress (GO:0006950, Supplementary Table S23). There is no significant enrichment of unique upregulated DEGs in *D. sechellia*. In order to identify those genes where *D. sechellia* specific loss of response to HA was observed we selected those genes with significant changes in response to HA in both *D. melanogaster* and *D. simulans* that were not significantly differentially expressed by *D. sechellia* in response to HA. This analysis yields a total of 213 genes with this expression pattern in our data (Supplementary Table S10). Of these 213 DEGs shared between *D. melanogaster* and *D. simulans*, 205 of these genes are downregulated in both species in response to HA (Supplementary Table S10). 

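By shared symbol, 274 genes were tested in both *D. melanogaster* and *D. simulans*. In the authors' deposited tables 33 of them are DEGs in *D. melanogaster*, 25 in *D. simulans* and 8 in both, where 3.01 would be shared by chance (two-sided Fisher's exact p = 0.00467). At a q threshold of 0.01 the overlap is 4 genes (Fisher's exact p = 0.00673). All 8 shared DEGs were downregulated in both species, and none in opposite directions. They are CkIIalpha, Gel, Mal-A6, Mal-A8, MtnA, Obp57a, Obp57b and pho. CkIIalpha, named after its values were seen, fell from 345 to 195 FPKM in *D. melanogaster* and from 152 to 78.6 FPKM in *D. simulans* in the authors' deposited tables (log2 fold changes -0.82 and -0.95). Of the 33 *D. melanogaster* DEGs, 24 moved in the same direction in *D. simulans* (two-sided exact binomial p = 0.0135 against 50%). Most of these DEGs are decreases and the *D. simulans* table lies below 0, and from the directions of the other shared genes 18.9 of the 33 would move alike (exact binomial p = 0.0803). Of the 25 *D. simulans* DEGs, 19 moved the same way in *D. melanogaster*, where 12.5 would from the other shared genes (exact binomial p = 0.0146). Across the 257 genes with at least 1 FPKM in all groups, the log2 fold changes of both species have a Spearman correlation of 0.25 and a Pearson correlation of 0.10. Among the 142 genes with at least 10 FPKM these are 0.30 and 0.27; genes are not independent replicates.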

GO analysis of these DEGs shared between *D. melanogaster* and *D. simulans* gives no significant enrichment. 

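In *D. melanogaster*, the authors' deposited table lists CG11835 (FBgn0031264; chromosome 2L, 560568 to 563819) with 4.54 FPKM on control and 6.82 FPKM on HA food (log2 fold change 0.59, standard error 0.28, q = 0.0126). For the cuticle protein gene Cpr62Bc it gives a log2 fold change of 0.45 (standard error 0.24, q = 0.0261), for the cytochrome c oxidase subunit gene cype 0.38 (standard error 0.21, q = 0.0224) and for the ribosomal protein gene RpL6 0.41 (standard error 0.23, q = 0.0342). In the same authors' deposited table, CG13114 (FBgn0032127; chromosome 2L, 9545811 to 9547424) fell from 177 to 113 FPKM (log2 fold change -0.65, standard error 0.20, q = 0.00174). Fbp1 (FBgn0000639; chromosome 3L, 14094589 to 14098053) had 6.75 FPKM on control and 14.96 FPKM on HA food (log2 fold change 1.15, standard error 0.23, q = 0.00174). The tables of the other species do not list these genes under these symbols, and they were not analysed there.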

There are only 4 DEGs unique to *D. melanogaster* and *D. simulans* that are upregulated in both species (*CG11835, Cpr62Bc, cype*, and *RpL6).* Interestingly, only 2 genes were identified, *CG13114* and *Fbp1*, that had significant response to HA in all three species, with the expression of both increasing in *D. simulans* and decreasing in *D. sechellia* and *D. melanogaster* (Figure  4A, Supplementary Table S9).

**Figure 4:**
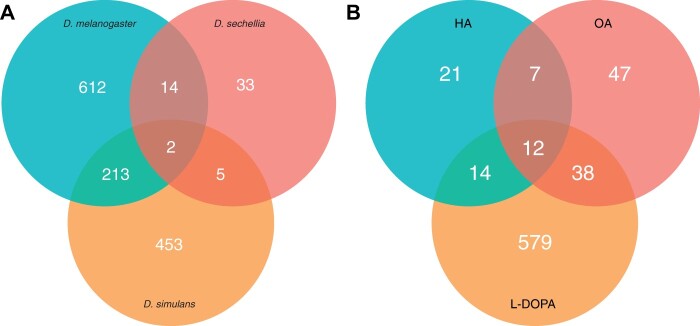
DEG overlap between species and treatments. (A) The number of differentially expressed genes in response to HA after RNA-seq are shown for each species, *D. sechellia, D. simulans*, and *D. melanogaster.* Overlap and species-specific number of DEGs are indicated. (B) The number of differentially expressed genes in *D. sechellia* when it is exposed to OA, HA, or L-DOPA treatment as well as the number of specific and overlapping genes are shown.

### Common transcriptional responses of *D*. *sechellia* exposed to HA, OA, and L-DOPA suggests overlapping regulatory mechanisms

To assess the overlap in transcriptional responses of *D. sechellia* to both OA and HA, the predominant fatty acid volatiles in *M. citrifolia*, along with 3,4-dihydroxyphenylalanine (L-DOPA), which is found in *M. citrifolia* fruit and is important for the specialization of *D. sechellia* to this fruit (Lavista-Llanos *et al.* 2014; Lanno *et al.* 2019a), we compared DEGs between our HA treatment, DEGs identified in a previous study using a 0.7% OA treatment (Lanno *et al.* 2017), and DEGs identified in a previous study of responses to 10 mg/mL of L-DOPA added to the fly food (Lanno *et al.* 2019a). Treatment with OA treatment yielded 103 *D. sechellia* genes with *D. melanogaster* orthologs that were significantly differentially expressed. Treatment with L-DOPA yielded 643 *D. sechellia* genes with *D. melanogaster* orthologs that were significantly differentially expressed. Comparison of genes responsive to HA, OA, and L-DOPA identified 12 DEGs that respond to HA, OA, and L-DOPA treatment in *D. sechellia* (Figure  4B, Supplementary Table S6). Interestingly, of the 19 shared DEGs with *D. melanogaster* orthologs between OA and HA treatments, all genes are downregulated except for E(spl)mgamma-HLH, which is upregulated upon both OA and HA treatment (Supplementary Table S4). To compare metabolic and cellular pathways involved in the conserved response between OA and HA treatment in *D. sechellia*, GO term enrichment analysis was performed on shared DEGs. Genes involved with biological processes related to the humoral immune response were overrepresented (*P* = 2.95e-08, Supplementary Table S22). No significantly enriched processes were found for molecular function or cellular component. A KEGG pathway analysis of DEGs in *D. sechellia* similarly found that upon OA, *D. sechellia* downregulated genes involved in both the Toll and Imd signaling pathways as well as genes involved in metabolic processes (Supplementary Table S21 and Figure S1). 

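In *D. sechellia* the response of antimicrobial peptide genes to HA can be read for the gene the table lists as CecA1 (FBgn0025653; scaffold_4 of the dsec_caf1 assembly, 4888667 to 4888916). It fell from 1077 FPKM on control to 110 FPKM on HA food in the authors' deposited table (log2 fold change -3.30, standard error 0.64, q = 0.0108). The 4 humoral immunity genes that the *D. sechellia* table lists by symbol all have a negative log2 fold change in the authors' deposited table, the smallest being -0.08. Their median of -0.55 lies above that of 0.04% of 10000 random lists matched on mean expression. AttC, CecA2, Def, DptB, Dro, edin and PGRP-SB1 are not listed by symbol in that table and were not analysed in *D. sechellia*. The data on octanoic acid were not used here.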

Interestingly, in response to OA and HA, *D. sechellia* downregulated genes involved the humoral immune response (*AttC, CecA2, Def, DptB, Dro, edin*, and *PGRP-SB1* Supplementary Table S4).

## Discussion

Understanding the genetic basis of how organisms evolve to occupy different ecological niches and adapt to their environments is crucial to understanding the evolution of plant and animal interactions. Insect-host plant specialization is an excellent example of the evolution of such interactions and has been the subject of numerous ecological studies. While the phenomenon is well documented, the genetic basis of evolved host specialization is still not widely understood. Here, we focus on the specialization of *D. sechellia* to feed almost exclusively on one host plant, *M. citrifolia* because it is an excellent model to understand the genetic basis of dietary specialization. This is in part because it is has evolved recently and very closely related to the genetic model generalist species *D. melanogaster*. Fortuitously, we can take advantage of the wealth of genetic tools and information about *D. melanogaster* and sister species to understand the evolution of dietary specialization in this group (Groen and Whiteman 2016).

*Drosophila sechellia* upregulates a single cytochrome P450 (*Cyp4e1)* in response to HA whereas *D. simulans* downregulates this same gene (Supplementary Table S2), but previous work has shown that cytochrome P450s are not the evolved mechanism by which *D. sechellia* is able to survive OA or HA exposure (Peyser *et al.* 2017). Previous work has shown that HA induces a “reversable coma” in generalist *D. melanogaster, D. simulans*, and *D. mauritiana* flies (Farine *et al.* 1996), and *D. sechellia* prefers to oviposit on HA compared to OA and control food sources (Amlou *et al.* 1998). *Drosophila sechellia* has a premature stop codon in *Obp56e* as well as *Obp57d* and *Obp57e* alleles that reduce their avoidance to noni volatiles (Matsuo *et al.* 2007; Dworkin and Jones 2009). The mechanisms that drive this attraction may be through changes in gene expression and may be reflected in these predicted regulatory networks. *Drosophila sechellia* downregulates many genes involved in the immune response when exposed to both HA and OA, suggesting that somehow these two medium-chain fatty acids are interacting with negative effectors of Imd or Toll signaling. As these two immune pathways have similar and overlapping target genes, further analysis is needed to determine which immune pathways are involved in these interactions (Hanson and Lemaitre 2020). This interaction between *D. sechellia* and the volatiles from *M. citrifolia* reduces the immune response, which could cause alterations in gut microbiota composition that aids in the detoxification of relevant plant secondary metabolites. E(spl)mgamma-HLH is a Notch responsive Myc-like transcription factor that has been shown to interact with Relish, the main regulator of Imd immune signaling (Dushay *et al.* 1996) through recent yeast two-hybrid assays (Shokri *et al.* 2019) and is upregulated in *D. sechellia* in response to both OA and HA exposure (Figure  4B, Supplementary Table S4). The plastic response of insect immune systems allows them to fend off pathogens when needed, but also allow for the management of endosymbionts (Login *et al.* 2011; Vilcinskas 2013). Unlike its generalist sister species, *Drosophila sechellia* was previously shown to lack an immune response when confronted with parasitic wasps, hinting that immune system responses in this species may be unlike its generalist sister species (Salazar-Jaramillo *et al.* 2017). In addition, prior work showed that free fatty acids are involved in regulating immune responses in mammals (Alvarez-Curto and Milligan 2016), and hexanoic acid priming of plants can activate the jasmonic acid pathway to increase plant resistance to fungal pathogens (García-Robles *et al.* 2013; Aranega-Bou *et al.* 2014). Using functional studies to alter the expression of known immune effectors and test if this alters resistance or preference for noni volatiles would be useful in understanding the interaction between immunity and these chemicals. Likewise, further study comparing the microbiomes between *D. sechellia* and *D. simulans* and how they may change from feeding on *M. citrifolia* fruit as well as how each responds to pathogen challenge in this context would help to understand why *D. sechellia* is downregulating its immune response when there could be a serious fitness cost of this action.

Recent studies have shown that *D. melanogaster* uses sweet-tasting gustatory receptor neurons to sense OA and HA (Masek and Keene 2013; Chen and Amrein 2017; Tauber *et al.* 2017). Our data show that upon exposure to HA, only *D. sechellia* significantly upregulates another odorant-binding protein, *Obp56a*. In contrast to HA treatment, in response to OA *D. sechellia* adults do not change expression of any odorant-binding proteins (Lanno *et al.* 2017). Both *D. simulans* and *D.* melanogaster downregulate the expression of *Opb57a* in response to HA (Supplementary Table S10), and *D. sechellia* upregulates the expression of *Obp56a* in response to HA (Supplementary Table S13). 

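In the authors' deposited table of *D. sechellia*, Obp56a (FBgn0176858; scaffold_1 of the dsec_caf1 assembly, 13099751 to 13100380) is listed at 0 FPKM on control food and at 3.15 FPKM on HA food (q = 0.0176). No fold change can be given against a value of 0. It was the only DEG among the 28 tested odorant-binding protein genes of this species. For *D. melanogaster* the authors' deposited table gives Obp56a 111 FPKM on both diets (log2 fold change 0.0020, standard error 0.21, q = 0.997), and for *D. simulans* 2.14 FPKM on control and 2.16 FPKM on HA food (log2 fold change 0.0079, standard error 0.43, q = 0.994). Among the odorant-binding protein genes of *D. simulans*, 6 of 26 tested are DEGs, 4 downregulated and 2 upregulated. The upregulated genes are Obp28a, from 21.98 to 70.6 FPKM (log2 fold change 1.68, q = 0.00204), and Obp83g, from 58.0 to 110 FPKM (log2 fold change 0.92, q = 0.0217) in the authors' deposited table. In *D. melanogaster* 6 of 31 are DEGs, all downregulated.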

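Obp57a (FBgn0043535; chromosome 2R of the BDGP6 genome, 20505150 to 20505758) fell in *D. melanogaster* from 274 to 193 FPKM in the authors' deposited table (log2 fold change -0.51, standard error 0.20, q = 0.00174). In *D. simulans* it fell from 34.8 to 22.5 FPKM in the authors' deposited table (log2 fold change -0.63, standard error 0.28, q = 0.00582), and after the median shift of that table was removed it was still lower. The *D. sechellia* value has the same sign and is not past the threshold, at 201 and 164 FPKM in the authors' deposited table (log2 fold change -0.29, standard error 0.36, q = 0.998); whether the species differ was not tested. Obp57b was a downregulated DEG in both *D. melanogaster* (log2 fold change -0.85, q = 0.00174) and *D. simulans* (log2 fold change -0.62, q = 0.0317) in the authors' deposited tables.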

Recently, studies examining the gustatory and behavioral basis of the attraction of *D. sechellia* to noni have shown that *Or22*a neurons in the fly brain are involved in the attraction to noni (Auer *et al.* 2020), as are *Or85b/c* and *Ir75b* neurons (Prieto-Godino *et al*., 2017). *Orco* mutant *D. sechellia* flies lose olfactory responses to both 2-heptanone and 1-hexanol, two compounds found in ripe noni fruit (Auer *et al.* 2020). Further work on the role of these genes in *D. sechellia* and the regulatory mechanisms responsible for the change of odorant-binding protein expression in response to HA may help to elucidate how *D. sechellia* has evolved to specialize on *M. citrifolia.*

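How many genes pass the threshold depends on the size of the changes and on the standard errors of the authors' test. Among tested genes between 20 and 100 FPKM, the median standard error of the log2 fold change is 0.22 in *D. melanogaster* (3277 genes), 0.28 in *D. simulans* (2526 genes) and 0.38 in *D. sechellia* (4803 genes). The FPKM scales differ between the species, so these ranges need not hold genes with as many reads in each. The median absolute log2 fold change of the same genes is 0.16, 0.18 and 0.11 in the authors' deposited tables. Between 5 and 20 FPKM the median absolute log2 fold changes are 0.17, 0.18 and 0.17 in the authors' deposited tables. Between 1 and 5 FPKM they are 0.22 in *D. melanogaster*, 0.22 in *D. simulans* and 0.37 in *D. sechellia*, with median standard errors of 0.48, 0.42 and 0.78. When the DEGs of each species were limited to those with an absolute log2 fold change at least as large as the smallest one among the *D. sechellia* DEGs, a limit chosen after the values were seen, 166 DEGs were counted in *D. melanogaster*, 245 in *D. simulans* and 93 in *D. sechellia*.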

*Drosophila sechellia* is altering the expression of far fewer genes in response to HA than in the generalist species *D. melanogaster* and *D. simulans* (Supplementary Tables S1–S3). *Drosophila sechellia* appears to be downregulating many genes involved in the immune response whereas *D. melanogaster* and *D. simulans* alter the expression of genes involved in many different metabolic pathways (Figure  4, A–C). As generalist insects feed on many different plants which produce different secondary metabolites to defend themselves from predators, perhaps generalist species have a more plastic regulatory response to subvert toxicity whereas the specialist *D. sechellia* is resistant to the toxicity of its host through a specific constitutive mechanism. A recent study comparing the fitness of *D. melanogaster* to *D. sechellia* larvae fed different food sources showed a loss of carbohydrate metabolic responses in *D. sechellia*, as they have specialized on a fruit with a relatively low sugar content, *M. citrifolia* (Watanabe *et al.* 2019). Of the many significant genes differentially expressed in *D. melanogaster* and *D. simulans*, most DEGs are not drastically differentially expressed in HA treatment compared to controls (Figure  2, D and E). 

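The median absolute log2 fold change of the DEGs is 0.53 in *D. melanogaster* and 0.68 in *D. simulans* in the authors' deposited tables. It reaches at least 1 in 66 of 841 DEGs of *D. melanogaster*, or 7.85% (exact Clopper-Pearson 95% interval 6.12 to 9.88%), and in 104 of 743 DEGs of *D. simulans*, or 14% (11.6 to 16.7%). A pseudocount of 1 lowered these shares to 4.28% and 7.00%. The shares depend on how many genes are called. Among the 93 top-ranked genes of each table, 30.1% in *D. melanogaster* and 52.7% in *D. simulans* reach an absolute log2 fold change of 1.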

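In the authors' deposited table of *D. sechellia* the DEGs have a median absolute log2 fold change of 1.2, and 64 of 93 reach at least 1, or 68.8% (exact Clopper-Pearson 95% interval 58.4 to 78.0%). The count includes 17 DEGs listed at 0 FPKM in one of the groups, and of the 76 others 47 reach 1 (61.8%). Across genes, the share is 61.0 percentage points higher than in *D. melanogaster* (two-sided Fisher's exact p = 8.94e-40) and 54.8 points higher than in *D. simulans* (Fisher's exact p = 4.27e-28). Among as many top-ranked genes in each species the differences are 38.7 points (Fisher's exact p = 2.05e-07) and 16.1 points (Fisher's exact p = 0.0352).

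**Figure D2:**
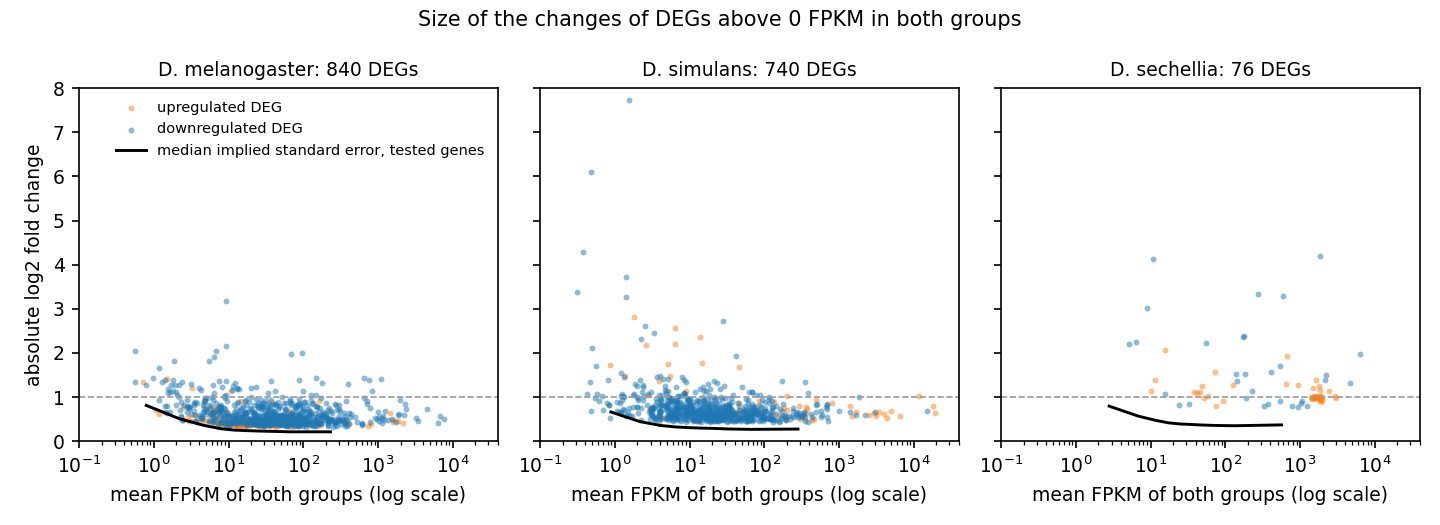
Absolute log2 fold change (y axis) against mean FPKM of both groups (x axis, log scale) of the DEGs above 0 FPKM in both groups, one panel per species (840, 740 and 76 DEGs); each point is a DEG of the authors' deposited table, the dashed line marks an absolute log2 fold change of 1, and the black line is the median standard error implied by the authors' statistic in each expression decile of the tested genes. At equal mean FPKM the black line lies highest in *D. sechellia*, where no DEG lies below 0.77. The FPKM scales differ between the species.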

*Drosophila sechellia* conversely alters the expression of relatively far fewer genes, but many of the DEGs in response to HA are drastically differentially expressed (Figure  2F). Similarly, another study found that when adapted to a grass diet, *Spodoptera littoralis* had a smaller transcriptional response when fed maize compared to more generalist *S. littoralis* (Roy *et al.* 2016). Determining the scale of these responsive regulatory effects and their role in toxin resistance will help elucidate how *D. sechellia* has evolved to avoid the toxicity of *M. citrifolia*.

In response to OA, *D. sechellia* increases its expression of several *Osiris* genes (Lanno *et al.* 2017). Previous work using RNAi in *D. melanogaster* to knock-down the expression of individual genes and examine survival in these flies when exposed to OA showed that the reduction of *Osi6, Osi7*, and *Osi8* expression decreased survival (Andrade Lopez *et al.* 2017). In response to HA, neither *D. sechellia* nor *D. melanogaster* significantly alter the expression of any *Osiris* genes, but *D. simulans* downregulates the expression of *Osi6, Osi7*, and *Osi15* (Supplementary Table S2). 

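The authors' deposited table of *D. melanogaster* lists 24 *Osiris* genes, 23 of which are under 1 FPKM on both diets. Cuffdiff tested 3 of them, and all 3 have a positive log2 fold change, at most 0.48, with no DEG. Osi8 (FBgn0037415; chromosome 3R, 6255175 to 6256602) had 0.642 FPKM on control and 0.677 FPKM on HA food in the authors' deposited table (log2 fold change 0.07, standard error 0.73, q = 0.968). Osi6 is listed there at 0 and 0.0123 FPKM, Osi7 at 0.0695 and 0.0337 FPKM and Osi15 at 0.124 and 0.321 FPKM, all without a test. The tables of *D. simulans* and *D. sechellia* list no *Osiris* gene by symbol, and the genes were not analysed there.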

The cellular and physiological function of these genes is unknown, so understanding what these genes are doing and how they may be helping to shape the interactions between these insects and their toxic hosts will be useful to better understand how these interactions evolve (Coolon *et al.* 2019).

Examining and comparing the changes in transcriptional output of insects when exposed to these different plant chemicals in specialized *vs* generalist species provides a framework to understand how these interactions have evolved. Pathway analyses of these genes are useful in determining the physiological function of altered expression in response to these chemicals, but functional analyses of transcription factors that alter expression of these genes are necessary to better understand the regulatory mechanisms involved in the dietary specialization. Comparing transcription factors responding to plant chemicals may help elucidate regulatory mechanisms involved in these responses and shed light on how insects use changes in the transcription of target genes in order to compete against plants in this evolutionary arms race to adapt to toxic food sources.

## Data availability

All RNA-seq data generated in this manuscript have been submitted to the NCBI Gene Expression Omnibus under accession number GSE185176. Supplementary tables for this manuscript have been uploaded to GSA figshare: https://doi.org/10.25387/g3.14745684.

## Funding

Research reported in this publication was supported by Wesleyan University (Startup to J.D.C., Department of Biology funds to JDC, College of the Environment funds to J.D.C.), and the National Institute of General Medical Sciences of the National Institutes of Health under Award Number R15GM135901 (award to J.D.C.). The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health.

## Conflicts of interest

The authors declare that there is no conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

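RNA-seq libraries of whole adult females of *D. melanogaster*, *D. simulans* and *D. sechellia* were compared between control food and food with 0.23% HA after 24 h, with 3 libraries of 10 flies for each of the 6 groups. Samples were assigned to diet, species and replicate from their labels and from the paper's Table 1. The authors assessed the reads with FASTQC, mapped them with Bowtie2 to the Ensembl genomes dsec_caf1, ASM75419v3 and BDGP6, and ran Cuffdiff on Galaxy separately in each species with geometric normalization, library size correction and bias correction; the paper's text does not name the versions. The depth per library is known from the mapped reads in the paper's Table 1 and not from the files, with a median over 6 libraries of 20206909.5 in *D. melanogaster*, 23519750 in *D. simulans* and 18968535 in *D. sechellia*.

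The authors deposited 1 gene table per species. Each holds an FPKM value per group, which Cuffdiff pooled over the 3 libraries of that group; a log2 fold change of HA over control, computed by the authors; a test statistic; and the authors' p-value and q-value. The test statistic is a score that the authors computed with Cuffdiff from the log2 fold change and its estimated error, as deposited. The smallest p-value in the deposited tables is 5e-05. Because there is no value per library, no SD, no leave-one-out fit and no test of the diet could be computed, and the authors' own comparison at q below 0.05 was used as the main setting, as fixed before the files were read. A gene counts as tested where the authors' status is OK. The log2 fold changes of DEGs listed at 0 FPKM in one group are infinite in the deposited tables; they were counted by direction and, in shares, as at least 1, and no fold was given for them.

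From these tables were computed exact two-sided binomial tests of up- against downregulated DEGs, Fisher's exact tests between species and of overlaps, exact Clopper-Pearson intervals at the 95% level, the standard error implied by the log2 fold change and the authors' statistic, and correlations across genes. These intervals cover counting error only. Genes are not replicates, and the tests describe the pooled libraries. Gene families were taken by *D. melanogaster* symbol in 17 lists fixed before the files were read: humoral immunity, cytochrome P450, GST, UGT, esterases, Osiris, odorant-binding, cytosolic ribosomal proteins, larval serum, eggshell, yolk, heat shock, Turandot, serine proteases of the gut, maltases and amylases, male accessory gland and testis, and the E(spl) complex. For each list with at least 3 tested genes, the median log2 fold change was compared with 10000 random lists of the same size matched on deciles of mean expression (seed 1), with no p-value; a list stands apart outside the 2.5 to 97.5 percentile range. By chance 5% of lists would.

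Genes were paired between species only by the symbols that the tables share. The *D. simulans* table names 552 genes and the *D. sechellia* table 989, rRNA and other RNA copies included, and the rest carry GD or GM numbers. The ortholog table, the KEGG pathways and the GO terms of the paper were not used here. Loci are given as the tables hold them, with the start counted from 1. Of the 17649 *D. melanogaster* identifiers, 17512 were found in the Ensembl BDGP6 gene annotation used here, 17510 of them on the same chromosome, and 17426 lie inside the locus of the table; where several overlapping genes share a locus in the table, this is stated.

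Genes named in the text are those the paper names as responding or not responding to HA, the 5 DEGs with the largest increase and the 5 with the largest decrease in each species among those with at least 1 FPKM in both groups, and the larval serum list; at most 2 numbered genes in each direction are printed where the tables give no name. Other genes are said to have been chosen after their values were seen. The alternatives tried were q thresholds of 0.01 and 0.1, a minimum mean FPKM of 1, Bonferroni adjustment, a minimum absolute log2 fold change of 1, the removal of noncoding genes, a rule on FPKM and fold change without q, pseudocounts of 1 and 0.1, centring on the median, and random lists without matching. The statistics were tested on simulated data. With 200 genes among 10291 changed by a log2 fold change of 2 up or down, 93.5% were recovered, under normal noise independent between genes. Most DEGs of each species changed by less, so this share does not give the sensitivity for changes of their size. Of 100 lists of unchanged genes 6 lay outside the central 95% of random lists. Computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and matplotlib 3.10.9 for figures.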

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

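Several tests in this part were chosen only after the results were seen. These are the tests of standard errors, depth, spread between flies, read length, shared reads, read numbers and failed estimates. The recentred ranking used to test the normalization was also added after the data were examined. The tests of the most expressed genes, of 18S rRNA and of overlapping genes were written beforehand. All comparisons between species run across genes.

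The share of upregulated DEGs differed between the species in the authors' deposited tables. It was 33.4 percentage points higher in *D. sechellia* than in *D. melanogaster* (two-sided Fisher's exact p = 3.08e-11), 44.5 points higher in *D. sechellia* than in *D. simulans* (Fisher's exact p = 1.33e-22) and 11.05 points higher in *D. melanogaster* than in *D. simulans* (Fisher's exact p = 7.02e-10). An offset of the authors' normalization was tested as the cause of the many decreases. With statistics recentred on the median log2 fold change, 509 of the first 743 genes in *D. simulans* and 691 of the first 841 in *D. melanogaster* were still decreases, so an offset is not the whole cause. In *D. simulans* the upregulated share moved from 9.29% to 31.5%. Recentring and ranking anew were done together, and no ranking without recentring was run. How much of this move follows the offset therefore cannot be told. Whether the *D. simulans* offset itself comes from a few genes taking more of the reads on HA food stays open. The 20 highest genes held 24.5% of the summed FPKM on control food and 27.6% on HA food, against 17.1% and 17.0% in *D. melanogaster*. The other genes would then fall, but the summed FPKM outside the 20 highest genes, looked at afterwards, rose by 1.80% in *D. simulans*. Outside the 100 highest it fell by 3.78%, but in *D. melanogaster*, which has no such offset, it fell by 5.46%. In *D. sechellia* the balance rests on rRNA and snoRNA, without which the upregulated share is 32.8%. A response to HA that differs between the species stays open and was not tested; for *D. sechellia* the read length differs from that of the other species as well.

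The DEGs of *D. sechellia* are fewer and larger. The share with an absolute log2 fold change of at least 1 was 61.0 percentage points higher than in *D. melanogaster* and 54.8 points higher than in *D. simulans*. A threshold on q selects larger changes where standard errors are larger. With the same number of top-ranked genes in each species the differences were 38.7 and 16.1 points. To ask whether the standard errors alone could give the low count of DEGs, each statistic was scaled to the standard errors of *D. sechellia* at the same FPKM. The FPKM scales of the species differ, and the scaling did not allow for this. Under this scaling 97 genes were called in *D. melanogaster* and 122 in *D. simulans*, against 885 and 820 with their own standard errors. In the reverse exchange, *D. sechellia* gave 885 calls with the standard errors of *D. melanogaster* and 693 with those of *D. simulans*, against 0 with its own, where the authors' test gave 93 DEGs and 511 genes with an unadjusted p under 0.05. The exchange was run in 6 forms, and the form of these counts was picked after results of others had been seen, with no control that sets it apart. Over the 6 forms, *D. melanogaster* with the standard errors of *D. sechellia* gave 0 to 270 calls and *D. simulans* 0 to 237, and *D. sechellia* with its own gave 0 to 592. With the standard errors of *D. melanogaster*, *D. sechellia* gave 885 to 1653 and *D. melanogaster* itself 885 to 1463. In each form *D. sechellia* then gave at least as many calls. With the standard errors of *D. simulans*, *D. sechellia* gave 651 to 1258 and *D. simulans* itself 820 to 1127. There *D. sechellia* gave fewer calls in some forms and more in others. The counts moved with the standard errors in each form, but no form gave back the 93 DEGs of *D. sechellia*. Every form reads p from the size of the statistic alone, which the authors' p did not follow in every gene. Whether *D. melanogaster* and *D. simulans* came near that count, or near the calls of *D. sechellia* in the same form, depended on the form. A limit on the log2 fold change set at the smallest *D. sechellia* DEG left 166 DEGs in *D. melanogaster* and 245 in *D. simulans*. Whether the standard errors account for the whole of the low count therefore cannot be told apart from a smaller response.

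Other explanations of the low count in *D. sechellia* were weighed. A lower number of mapped reads per library is argued against. At 100 FPKM or more the median standard error in *D. sechellia* was 1.68 times that in *D. melanogaster*, where the difference in mapped reads per library would give 1.03 times. The FPKM scales differ, so genes of equal FPKM need not have as many reads, which the 1.03 leaves out. A larger spread between *D. sechellia* flies with an equal response would add to the size of the fold changes. It is argued against at 20 FPKM or more, where *D. sechellia* has 70 DEGs and *D. melanogaster* 521. There the median distance of a log2 fold change from the median was 0.107 in *D. sechellia* (bootstrap interval over genes 0.104 to 0.110), 0.171 in *D. melanogaster* and 0.184 in *D. simulans*. The median absolute statistic of the same genes was 0.27 in *D. sechellia*, against 0.66 in *D. melanogaster* and 0.62 in *D. simulans*, and 0.67 for a standard normal variable, so at this level the errors of the authors' test in *D. sechellia* were large next to the changes. At lower FPKM a larger spread stays open. Between 5 and 20 FPKM the distance was 0.166 in *D. sechellia* and 0.171 in *D. melanogaster*, with overlapping bootstrap intervals. Between 1 and 5 FPKM it was 0.365 in *D. sechellia* and 0.224 in *D. melanogaster*, where counting noise adds to it and cannot be told apart from a spread between flies. The sequencing batch stays open. The libraries of *D. sechellia* were read at 65 nt and all others at 51 nt, so batch and species cannot be told apart. A smaller transcriptional response of the specialist, as the paper proposes, also stays open.

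Of the *D. sechellia* DEGs, 17 of 93 are listed at 0 FPKM in one group, 6 on control and 11 on HA food, against 1 of 841 in *D. melanogaster* and 3 of 743 in *D. simulans*. The share was 18.2 percentage points higher in *D. sechellia* than in *D. melanogaster* (two-sided Fisher's exact p = 3.76e-17) and 17.9 points higher than in *D. simulans* (Fisher's exact p = 1.31e-14). Too few reads is argued against. Taking at most 500 nt of each gene, the FPKM of the other group corresponds to a median of 146 reads, and to no fewer than 71.8 reads, in the 3 libraries listed at 0. Reads assigned to an overlapping gene are argued against for these genes as well. The loci of 0 of the 17 overlap another listed gene, against 7.90% of the 11425 other tested genes (Fisher's exact p = 0.393). Failed estimates of FPKM remain a candidate explanation. Among tested *D. sechellia* genes above 2 FPKM in one group, 59 are listed at exactly 0 in the other and 7 between 0 and 0.1 FPKM. This is not peculiar to *D. sechellia*, since in *D. melanogaster* 41 are listed at exactly 0 and none between 0 and 0.1 FPKM, and in *D. simulans* 3 and 1. Of all tested genes, 59 of 11442 have a value of 0 in *D. sechellia*, 50 of 11163 in *D. melanogaster* and 10 of 9980 in *D. simulans*. Genes that are truly silent would also give exact zeros, so failed estimates cannot be told apart from a true switch. Obp56a is among the 17.

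A further signal concerns rRNA in *D. sechellia*, beyond the DEGs the paper discusses. Besides the 27 DEGs, all 70 other tested copies of 5.8S rRNA rose on HA food, and the 6 tested copies of 18S rRNA have log2 fold changes between 0.62 and 0.66 in the authors' deposited table, below their median standard error of 1.19. Reads shared between near-identical copies would make the copies move together. The SD of the log2 fold change over the 97 tested copies was 0.16, against a median standard error of 0.46 for 1 copy. This does not decide. In 1000 sets of other *D. sechellia* genes of similar FPKM, the SD also lay below the median standard error in 26.6%. The median distance from the median did so in 100%. In SD the copies lay closer together than those sets (central 95% from 0.29 to 0.83), but a true rise common to the copies would bring that as well, so shared reads stay open. More rRNA carried through poly-A selection on HA food predicted that 18S rRNA would rise as well. The 6 copies were higher, but by less than their standard errors and with almost the same value (SD between copies 0.01), and none is a DEG, so this test does not decide. Carry-over and a rise of rRNA in the flies both stay open. Of the 28 tested 5S rRNA copies, 22 were higher and 6 lower. Their median log2 fold change was 0.73 (from -1.02 to 1.87), above their median standard error of 0.18. None of them is a DEG, so for these copies the standard error and q do not go together. In *D. melanogaster* the tested copies of 5.8S rRNA were higher (4 of 4, median standard error 7.08) and those of 18S rRNA lower (3 of 3, median standard error 0.39). Of these 18S rRNA copies 1 is a downregulated DEG (log2 fold change -0.40).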

How the results depend on the processing

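No paired analysis was possible because the deposited tables hold 1 pooled value per group and none per replicate. For the same reason leave-one-out fits, the replicate block and other splits of the samples were not run. The recentred ranking, the limit at the smallest *D. sechellia* DEG, the exchange of standard errors, the restriction to DEGs above 0 FPKM and the number moving alike expected from other shared genes were added after the data were examined; all other alternatives were set before the data were examined. Where no cause is given below, the cause was not tested.

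The counts of DEGs moved most. At a q threshold of 0.01 there were 453 DEGs in *D. melanogaster* and 389 in *D. simulans*, and none in *D. sechellia*, whose smallest q is 0.0108 (511 genes at an unadjusted p under 0.05); for *D. sechellia* this setting gives no split or share. Bonferroni adjustment left no DEG in any species, because the smallest p-value of the tables, 5e-05, is too large to pass it. With an absolute log2 fold change of at least 1 added to q the counts were 66 in *D. melanogaster*, 104 in *D. simulans* and 64 in *D. sechellia*. The rule without q (FPKM of at least 5, absolute log2 fold change of at least 1) gave 144, 90 and 345 genes, which puts *D. sechellia* first. The FPKM scales differ between the species, so 5 FPKM is not the same limit in each. The limit at the smallest *D. sechellia* DEG gave 166 and 245, and the standard errors of *D. sechellia* gave 97 and 122 (0 to 270 and 0 to 237 over the 6 forms of this exchange). A q threshold of 0.1, a minimum mean FPKM of 1 and the removal of noncoding genes left each count within 1.5 times.

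The excess of downregulated DEGs in *D. melanogaster* and *D. simulans* kept its direction and an exact binomial p under 0.05 in every alternative that gave a value. In *D. simulans* the largest shift of the upregulated share came from recentring and ranking anew, from 9.29% to 31.5% (234 up, 509 down). The rule without q gave 24.4% there. In *D. melanogaster* recentring and ranking anew moved the share from 20.3% to 17.8%. The largest shift in that species was to 35.4% under the rule without q (51 up, 93 down, exact binomial p = 0.000585). Its share was 9.27% at a q threshold of 0.01 and 7.58% with a minimum log2 fold change of 1. In *D. sechellia* the split was 63.4% upregulated at a q threshold of 0.1 (exact binomial p = 0.00237) and 60.6% under the rule without q (exact p = 0.000100). It was 50% (32 up, 32 down) with a minimum log2 fold change of 1. It reversed to 32.8% without noncoding genes, which removes the 27 upregulated 5.8S rRNA copies. It also reversed, to 44.1%, among as many genes recentred and ranked anew by the statistic (exact p = 0.300). Centring alone left the DEGs at 50 up and 43 down, so that reversal cannot be put down to the centring. Counted as 1 unit, the 5.8S rRNA DEGs are 1 and not 27.

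The larger effect size of *D. sechellia* DEGs kept its direction and a Fisher's exact p under 0.05 against both species in all alternatives run. Among as many top-ranked genes, the difference from *D. simulans* was close to the limit (Fisher's exact p = 0.0352). That comparison counts the 17 *D. sechellia* DEGs at 0 FPKM as at least 1. Equal numbers and the removal of these DEGs were not combined, so this difference may not hold without them. The shares of DEGs with an absolute log2 fold change of at least 1 moved. With a pseudocount of 1 they were 4.28% in *D. melanogaster* and 7.00% in *D. simulans*; at a q threshold of 0.01, 11.7% and 19.3%; among as many top-ranked genes, 30.1% and 52.7%; and above the limit at the smallest *D. sechellia* DEG, 39.8% and 42.4%. Without noncoding genes the share in *D. sechellia* was 78.1%.

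Between *D. melanogaster* and *D. simulans* the overlap of DEGs by shared symbol stayed above chance in each alternative (from 4 genes at a q threshold of 0.01). The overlaps with *D. sechellia* are too small to carry a direction. Between *D. melanogaster* and *D. sechellia*, 0 genes against 0.44 expected became 1 at a q threshold of 0.1, 4 with q in *D. melanogaster* and an unadjusted p in *D. sechellia* (1.91 expected), and 1 the other way round (0.908 expected). Between *D. simulans* and *D. sechellia*, 0 genes became 1 at a q threshold of 0.1 and 1 with q in *D. simulans* and an unadjusted p in *D. sechellia* (1.53 expected), and stayed 0 the other way round. Of the *D. simulans* DEGs at a q threshold of 0.01, 80% moved the same way in *D. melanogaster*, which 10 genes cannot bring past the threshold (exact binomial p = 0.109). Against the number expected from other shared genes, the 72.7% of *D. melanogaster* DEGs that moved the same way in *D. simulans* did not pass the threshold. After centring, 23 of the 33 *D. melanogaster* DEGs moved the same way in *D. simulans* (exact binomial p = 0.0351 against 50%, and p = 0.00419 against the 14.4 expected from the other shared genes), and 18 of the 25 *D. simulans* DEGs in *D. melanogaster* (exact p = 0.0433 and 0.0434), so the result for *D. melanogaster* DEGs depends on how the offset of the *D. simulans* table is handled. The correlations across genes moved when only genes of at least 10 FPKM were used. The Spearman value went from 0.253 to 0.302 between *D. melanogaster* and *D. simulans*, from 0.0954 to -0.0441 between *D. melanogaster* and *D. sechellia*, and from 0.0727 to 0.225 between *D. simulans* and *D. sechellia*. The Pearson value went from 0.104 to 0.269, from 0.255 to 0.0317 and from 0.107 to 0.336 in the same order.

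Of 28 family and species combinations, changes of side were few. Without matching on expression, the UGT genes of *D. melanogaster* lay above 2.24% of random lists, the Osiris genes of *D. melanogaster* above 98.985%, the ribosomal protein genes of *D. simulans* above 97.9% and the maltase and amylase genes of *D. sechellia* above 3.44%. With a minimum mean FPKM of 1, the esterases of *D. melanogaster* lay above 2.90%. A pseudocount of 1 moved no family across the limits; centring shifts a family and its random lists alike and tests nothing here. Among named genes, centring changed the sign of 2 values near 0, Obp56a in *D. melanogaster* (-0.0029) and PGRP-SB1 in *D. simulans* (0.12), and a pseudocount of 1 moved 3 by more than their standard error, with no change of direction. In all, 201 values of the main results and 111 of named genes stayed on their side of the limits under an alternative. Of the 201, the 28 centred families and the 3 centred splits of up- and downregulated DEGs could not change. Among the main results 20 moved, 6 reversed, 6 became weaker and 5 stronger. Among named genes 3 moved and 2 reversed.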

Differences from the paper's values

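The counts of DEGs, of up- and downregulated DEGs and of 5.8S rRNA DEGs equal the paper's. The p values of the binomial exact tests do not. For the split of 50 against 43 DEGs in *D. sechellia*, the two-sided exact p is 0.534 against the paper's 0.1066. None of the alternatives set before the data were examined closed the gap; they gave exact p values of 0.00237, 0.00815, 0.000100, 0.534 and 1. A one-sided exact test of 40 decreases among 93, tried after the values were seen, gives 0.107, but the deposited table holds 43.

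For *D. melanogaster* the two-sided exact p is 1.72e-70 and for *D. simulans* 1.35e-125, against the paper's 2.2e-16. The paper writes this same value for both species, and both exact values lie below it, so they contradict the paper only if 2.2e-16 is read as an estimate and not as an upper limit. Of the alternatives set before the data were examined, none gave a value within 1.5 times of it; in *D. melanogaster* they ranged from 3.45e-77 to 0.000585 in exact tests and in *D. simulans* from 9.16e-166 to 1.25e-06.

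For the 27 upregulated 5.8S rRNA DEGs the two-sided exact p is 1.49e-08 against the paper's 7.451e-09. The alternative set before the data were examined, all copies as 1 unit, gives an exact p of 1 whatever the direction and so tests nothing. A one-sided exact test, tried after the values were seen, gives 7.45e-09.

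The paper states that the expression of Fbp1 decreased in *D. melanogaster* on HA food. In the authors' deposited table Fbp1 rose there, with a log2 fold change of 1.15, and with centring or a pseudocount of 1 it was higher as well. CG13114 fell, as the paper states.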

Other observations

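The test on larval serum genes in this part was chosen after values of single cuticle genes had been seen, and the genes named here were chosen after their values were seen unless the paper names them.

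In *D. melanogaster*, several families of secreted and digestive genes were lower on HA food. The 5 tested Turandot genes, stress-induced secreted peptides, have a median log2 fold change of -0.87, above 0.025% of 10000 matched random lists, with 4 downregulated DEGs in the authors' deposited table, among them TotC from 216 to 80 FPKM. Of 24 serine protease genes of the gut, 22 were lower and 9 are downregulated DEGs (median -0.26, above 0.61% of random lists). The odorant-binding protein genes, of which the paper discusses single members, were lower as a family in *D. melanogaster* (median -0.27, above 0.03% of random lists) and in *D. simulans* (median -0.33, above 0.07%) and higher in *D. sechellia* (median of 27 genes 0.13, above 98.7%). Whether the species differ was not tested.

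Some families were higher. The 90 tested cytosolic ribosomal protein genes of *D. melanogaster* have a median log2 fold change of 0.12, above all 10000 random lists, although 2 of the 8 DEGs among them fell (RpL15 and RpL29). In *D. simulans*, which names 3 such genes, the median of 0.22 lies above 92.0% of random lists. All 6 tested heat shock genes of *D. simulans* were higher (median 0.33, above 99.98% of random lists), with Hsp70Aa a DEG at 43.8 and 70.3 FPKM in the authors' deposited table (q = 0.0119); the 14 heat shock genes of *D. melanogaster* have a median of 0.03, above 82.9%.

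The remaining families lay inside the central 95% of random lists. In *D. melanogaster* these are the eggshell genes (90.2%), yolk genes (84.7%), male accessory gland and testis genes (81.3%), E(spl) complex genes (45.9%) and Osiris genes (95.7%). The male accessory gland and testis list was taken by symbol, Acp included, and its members need not all belong there by function. Its only DEG is Acp65Aa, from 353 to 468 FPKM in the authors' deposited table (log2 fold change 0.41, q = 0.0231). In *D. simulans* they are humoral immunity genes (91.3%), cytochrome P450 genes (84.4%) and esterases (14.5%), and in *D. sechellia* the esterases (58.3%). The percentages give the share of random lists with a lower median.

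The eggshell genes of *D. melanogaster* hide opposite changes within 1 cluster. Between 8726791 and 8732599 on chromosome 3L of BDGP6, the chorion protein genes Cp18, Cp15, Cp19 and Cp16 follow one another. In the authors' deposited table Cp18 fell from 932 to 345 FPKM, Cp19 from 1588 to 597 and Cp16 from 1083 to 414 (log2 fold changes -1.43, -1.41 and -1.39, each with q = 0.00174). Cp15, which lies between Cp18 and Cp19, rose from 1137 to 1786 FPKM (log2 fold change 0.65, q = 0.0255). No explanation of this pattern was tested.

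Cyp4e1, which the paper discusses in *D. sechellia* and *D. simulans*, is listed in *D. melanogaster* with a log2 fold change of -0.17 (standard error 1.09, q = 0.942) in the authors' deposited table, at a locus shared with 1 other gene. E(spl)mgamma-HLH, which the paper discusses in *D. sechellia*, had 1.16 and 0.589 FPKM in *D. melanogaster* (log2 fold change -0.97, standard error 0.73, q = 0.333). The *D. simulans* table does not list it under this symbol. The gene listed there as HLHmgamma is an upregulated DEG (log2 fold change 2.21, q = 0.0146). Whether both names stand for the same gene was not settled here, so a rise in *D. simulans* stays possible.

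Larval serum genes are expressed mainly before adulthood. Of the 6 tested in *D. melanogaster*, 5 were higher on HA food, while Lsp2 went the opposite way as a downregulated DEG (log2 fold change -0.73). The higher level of most of them raised the hypothesis that the HA flies were closer to eclosion, since flies of 0 to 3 days were used. If so, cuticle protein genes would be expected to be higher too. The 35 tested genes named Cpr have a median log2 fold change of 0.06, above 90.5% of matched random lists and inside the central 95% of them, with 20 genes higher and 15 lower and 3 of 5 DEGs upregulated. Cuticle genes under other symbols were not in this list. The result neither excludes a difference in age nor separates it from an effect of HA on these genes, and both stay open.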
